A study of Mus musculus with 4 samples. Its data were reported in "A signal-responsive cooperative transcription factor network determines alveolar macrophage identity" (2026).

How the data were processed

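PPARγ HT-ChIPmentation was analysed in alveolar macrophages of wild-type mice, as 2 ChIP libraries (replicates 1 and 2 in the labels, called library 1 and library 2 here). The series also has 2 input libraries, whose reads served the authors as controls and which are not analysed here. Per the study's methods and the submitters' processing notes, the authors used bcl2fastq 2.20.0.422, CASAVA, cutadapt, Bowtie2, SAMtools and MACS3 with the mm10 genome. Duplicates and low-quality or improperly paired reads were removed, and peaks were called for each library against its input at a q of 0.05, without pooling replicates. The authors' deposited peak lists give positions, the fold enrichment (a linear ratio of ChIP over input at the summit), −log10 of the p-value and of the q-value, a score that is 10 times the −log10 q-value without its decimals, and the summit position. The largest q in the lists was 0.0497 for library 1 and 0.0464 for library 2. The fold enrichment is the authors' value for each peak and was used to describe, rank, filter and stratify peaks within a list. Across the libraries it was compared only by correlation and by medians. The largest peak end on chromosome 1, 195241800, lies within the mm10 chromosome of 195471971 bp. Both lists cover chromosomes 1 to 19 and X. They carry no counts, and the sequencing totals that the study gives elsewhere are not used here. A list called at low depth misses weak peaks, and a caller that compares with input can be affected by regions where input is sparse. Intervals of shares are 95% Wilson intervals over peaks, regions or genes and cover counting error only.

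Consensus regions were made by merging peaks of both libraries that overlap by at least 1 bp and keeping those with peaks from both, after the study's rule of detection in at least 2 samples. Chance was taken from 1000 circular rotations of library 2 along each chromosome beyond the unassembled first 3 Mb. Features came from curated RefSeq transcripts of mm10, with promoters from 1 kb upstream to 100 bp downstream of a TSS taking precedence, followed by transcript ends, exons, UTRs, introns and intergenic sequence, by the region centre. Distal regions were more than 3 kb from any TSS. Each region was assigned to the protein-coding gene with the nearest TSS. The 15 gene lists (AM signature, other macrophages and monocytes, macrophage transcription factors, PPAR target and lipid genes, adipocytes, cholesterol, niche-signal receptors, proliferation, apoptosis, lung epithelium, endothelium, lymphocytes, granulocytes, neurons and liver) held 418 entries, all of which matched a gene, 1 under another symbol. Lpl is in both the AM signature and the PPAR list. Each list was compared with 100000 random lists matched on territory length in 20 bins, two-sided, with Benjamini-Hochberg adjustment. Motifs were fixed IUPAC patterns searched on both strands within 100 bp of the summit and in a window of the same size 1 kb to the left, with an exact McNemar test over regions and Benjamini-Hochberg adjustment over 30 motifs. These patterns stand in for the study's HOMER search, so their shares are not those of a position weight matrix.

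Named genes were chosen by a rule set before the data were examined, as were the lists, motifs, tests and most alternatives. The rule takes the 15 regions with the best lower-of-both-libraries percentile of fold enrichment, up to 4 best-ranked members of each list and up to 4 alphabetically first members without a region, and 24 genes named in advance whatever their values (from Pparg, Rxra and Spi1 to Car4 and Marco). Some genes that the rule selects are not reported here. Alternatives were a q of 0.001, a fold enrichment of at least 5, library 1 shortened to the length of library 2, other overlap rules (reciprocal 50%, summits within 100 bp), each library alone, other chance models, annotation classes, distances, windows and backgrounds. Overlap with chance under other peak thresholds used 100 rotations, and a count of regions or lists is called moved beyond 1.5 times. Alternatives added later were GENCODE basic transcripts, lists without the 4 genes the study shows, and DR1 with 1 mismatch under the settings of the exact DR1. For a tested result an alternative counts as reversed whenever its direction flips, called or not, and a ratio of exactly 1 has no direction; this rule replaced a milder one after its output had been seen. The planned choice of restricting to chromosomes 1 to 19, X and Y left both lists as they were.

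The tests were tested on simulated data. Planting 5000 of 28535 scattered peaks on library 1 raised the consensus by 4866 regions, and the permutation p went from 0.574 to 0.0198, the smallest that 100 rotations give. Of 200 random lists of 30 genes drawn evenly from 20923 genes, 7 had a p under 0.05 (3.5%), and of 200 drawn by territory none had. Of 200 lists with 20 of 30 genes planted, 134 were recovered (67%). Recovery here means an adjusted p under 0.05 within the simulation, whereas the random lists were counted by unadjusted p. A DR1 planted in 2% of 20000 windows was found in 2.015%, and 0 of 28 other motifs was called. Exact DR1 was at only 0.129% of consensus summits, and power at that frequency was not tested. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.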

Results

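The series mapped the genomic binding of PPARγ, a lipid-sensing nuclear receptor that binds DNA as a heterodimer with RXR, in mouse alveolar macrophages (AMs). AMs are the resident macrophages of the airspace and clear surfactant lipid. Cells from wild-type mice were obtained by bronchoalveolar lavage and sorted. Binding was measured by HT-ChIPmentation, in which immunoprecipitated chromatin is cut and tagged by a transposase while still on the beads. The 2 ChIP libraries form 1 group, so there is no contrast between conditions, and the questions addressed are where PPARγ peaks lie and which genes and sequences they accompany. Library 1 has 83787 peaks and library 2 has 28535, a ratio of 2.94. The median peak width was 182 bp in library 1 and 285 bp in library 2, and the authors' median fold enrichment over input was 4.44 and 5.07. The lists hold no read counts, and the sequencing totals that the study gives elsewhere are not used here, so no value is weighed by depth. Nothing in the labels says whether the libraries came from separate animals, so differences between them may be technical. The p-values come from rotated positions, random gene lists and counts of genes or regions, which can cluster. They do not measure variation between libraries or animals.

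Library 2 was largely contained in library 1. Of its peaks, 82.9% overlapped a library 1 peak by at least 1 bp (95% Wilson interval 82.5 to 83.4%), whereas 26.9% of library 1 peaks overlapped a library 2 peak (26.6 to 27.2%). Sharing was highest among the strongest peaks. In library 1 it lay between 8.97 and 11.7% in the lower 5 deciles of fold enrichment and rose from there to 89.4% in the top decile. In library 2 it was 68.1% in the bottom decile, 67.5% in the next and 99.8% in the top decile. Merging peaks found in both libraries gave 20233 consensus regions, with a median width of 626 bp and a total length of 17.8 Mb. They were nearest to 6616 of 20923 protein-coding genes (31.6%). Genes with the most regions were Tcf7l2 with 50, a transcription factor of the Wnt pathway, Runx1 with 46, a haematopoietic transcription factor, and Cd44 with 41, a hyaluronan receptor. The X chromosome held 163 regions, or 0.181 per protein-coding gene against 1 on the autosomes.

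Circular rotation of library 2 along each chromosome gave a mean of 645 consensus regions in 1000 rotations, so the observed number was 31.3-fold above chance (two-sided permutation p = 0.002, the smallest that 1000 rotations can give). Local shifts of 10 to 100 kb, which keep regional density, gave a mean of 2870 and a 7.05-fold excess (permutation p = 0.002, again the smallest possible). The authors' fold enrichments of the 2 libraries had a Spearman rho of 0.551 and, on the log2 scale, a Pearson r of 0.606 across regions, which are not independent replicates. The number of consensus regions depended on the definition and was 10719 with fold enrichment of at least 5 in both libraries, 10420 with a reciprocal overlap of 50% and 11414 with summits at most 100 bp apart.

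**Figure D1:**
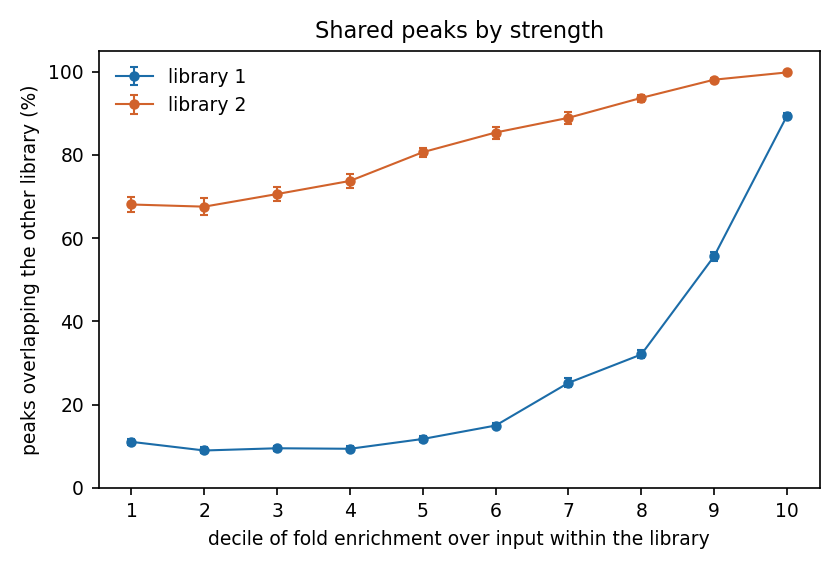
Share of peaks (%, vertical axis) that overlap the other library by at least 1 bp, for each decile of the authors' fold enrichment over input within a library (horizontal axis), with 95% Wilson intervals. Library 1 stays between 8.97 and 11.7% in deciles 1 to 5 and reaches 89.4% in decile 10, and library 2 goes from 68.1% to 99.8%.

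PPARγ regions were most frequent in introns, which held 46.6% of region centres (45.9 to 47.3%), followed by intergenic sequence with 29.8% (29.2 to 30.5%) and promoters with 18.6% (18.0 to 19.1%). Promoters, defined from 1 kb upstream to 100 bp downstream of a transcription start site (TSS), were over-represented most, since rotated regions fell there in 1.31% of cases. Intronic positions were also more frequent than the rotated 38.5%, while intergenic positions were less frequent than the rotated 56.4%. Regions in 5' UTRs made up 0.687% against 0.103%, those around transcript ends 1.87% against 1.18%, and those in coding exons 0.974% against 1.40%. Each of these differences had a two-sided permutation p of 0.002, the smallest that 1000 rotations can give, and 3' UTRs held 1.09% against 0.906% (permutation p = 0.030). Most regions were far from genes' starts, with 61.4% (60.7 to 62.0%) more than 3 kb from any TSS, although rotated regions were this distant in 93.6% of cases (permutation p = 0.002).

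Genes that define AMs and the transcription factors of macrophages carried PPARγ regions almost throughout. In the AM signature list 38 of 40 genes were nearest to at least 1 region (95%, Wilson interval 83.5 to 98.6%), against 34.2% in random lists matched on the length of genome nearest to each gene's TSS. The best-ranked members were Tlr2, a receptor for bacterial lipoproteins, with 12 regions, and Chil3, a chitinase-like protein, with 10. The best Tlr2 region (chromosome 3, 83837156 to 83845708) was centred in an intron and spanned a Tlr2 TSS. Next came Cd9, a tetraspanin, with 33 regions, and the keratin gene Krt79 with 4. Lipf and Matn2 had none. Among macrophage transcription factors 37 of 40 had a region (92.5%, 80.1 to 97.4%; 33.8% matched), led by the AP-1 subunit Junb, Klf6, Cebpb with 33 regions and Bhlhe40 with 28. Nr1h2, which encodes the oxysterol receptor LXRβ, and the TGFβ mediators Smad3 and Smad4 had none.

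Genes of lipid handling and of signals from the lung were also marked. In the list of PPAR target and lipid metabolism genes 37 of 50 had a region (74%, 60.4 to 84.1%; 31.3% matched). These included Plin2, which coats lipid droplets, the fatty acid transporter Cd36, and Ech1 of fatty acid oxidation, whereas Acadvl, Acsbg1, Acsl3 and Agpat3 had none. The cholesterol efflux and synthesis list had 23 of 30 (76.7%, 59.1 to 88.2%; 33.8% matched), with the efflux transporters Abcg1 and Abca1 and the cholesteryl ester hydrolases Nceh1 and Lipa best ranked. Among those without a region were Apoc1, Cyp27a1 and Idi1. Receptors for niche signals had 21 of 25 (84%, 65.3 to 93.6%; 35.0% matched), among them Notch2, the TGFβ receptor gene Tgfbr1, the GM-CSF receptor gene Csf2ra and the interferon-γ receptor gene Ifngr2, while Bmpr2, Csf2rb2, Il1rl1 and Itgb6 had none. Apoptosis genes had 23 of 30 (76.7%, 59.1 to 88.2%; 33.3% matched), with the survival gene Mcl1, the initiator caspase gene Casp8 and the death-promoting genes Bcl2l11 and Pmaip1 at the front and Apaf1, Bax and Casp1 among those without a region.

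Genes of other cell types and states were not marked above their matched share in any list that passed the test. None of 22 neuronal genes had a region (Wilson interval 0 to 14.9%; 34.0% matched). Markers of other macrophages and monocytes had 11 of 30 (36.7% against 32.6%), with Itgam, Cd163, Cx3cr1 and P2ry12 best ranked and the complement genes C1qa, C1qb and C1qc among those without. Of 16 adipocyte genes 1 had regions, the resistin gene Retn (6.25% against 31.2%), and Adipoq, which encodes adiponectin, had none. Proliferation genes had 7 of 34 (20.6% against 31.4%), including Mki67 and Kif11. Lung epithelium had 5 of 22 (22.7% against 32.2%), with Lpcat1 and Pdpn best ranked, and the surfactant lipid transporter gene Abca3 had none. Endothelium had 4 of 16 (25% against 32.7%), led by Vwf and Flt1, and lymphocytes 4 of 22 (18.2% against 29.5%), led by Gata3 and Ms4a1. Granulocytes had 5 of 19 (26.3% against 29.3%), led by S100a8 and Ccr3, and liver 4 of 22 (18.2% against 31.9%), led by the transferrin gene Trf and the albumin gene Alb.

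In the two-sided permutation test with 100000 matched lists and Benjamini-Hochberg adjustment over 15 lists, the AM signature, macrophage transcription factor, PPAR lipid, cholesterol, niche receptor and apoptosis lists lay above chance, each with an adjusted p of 5e-05 from the smallest raw p the test can give, 2e-05. The neuronal list lay below (adjusted permutation p = 0.000257). The other 8 were not called, with adjusted permutation p of 0.819 for other macrophages and monocytes, 0.0758 for adipocytes, 0.357 for proliferation, 0.598 for lung epithelium, 0.819 for endothelium, 0.475 for lymphocytes, 1 for granulocytes and 0.357 for liver. By Fisher's exact test, adjusted over 3 such pairs, the AM signature was marked more often than other macrophages and monocytes (odds ratio 32.8, adjusted p = 1.71e-07). The same held for PPAR lipid genes against adipocyte genes (odds ratio 42.7, adjusted Fisher's exact p = 1.70e-06) and for macrophage transcription factors against proliferation genes (odds ratio 47.6, adjusted Fisher's exact p = 3.52e-10). The random lists were matched on territory length only, and the pairs were not matched. Whether the genes are expressed or lie in open chromatin in AMs was not measured here. The list results therefore do not separate binding specific to a list from signal at active genes. In library 1 alone the shares within each pair were closer, and these contrasts were not tested. They were 86% of PPAR lipid against 62.5% of adipocyte genes, and 100% of macrophage transcription factors against 82.4% of proliferation genes. For the AM signature and other macrophages they were 100% and 63.3%. The proliferation result depended on the setting, at 5.88% with fold enrichment of at least 5 (22.3% matched, adjusted permutation p = 0.0394) and 82.4% in library 1 alone (60.03% matched, adjusted permutation p = 0.0169). In library 1 alone adipocyte genes reached 62.5%, close to the matched 60.4%, and neuronal genes 31.8%, still below the matched 64.6% (adjusted permutation p = 0.00617).

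**Figure D2:**
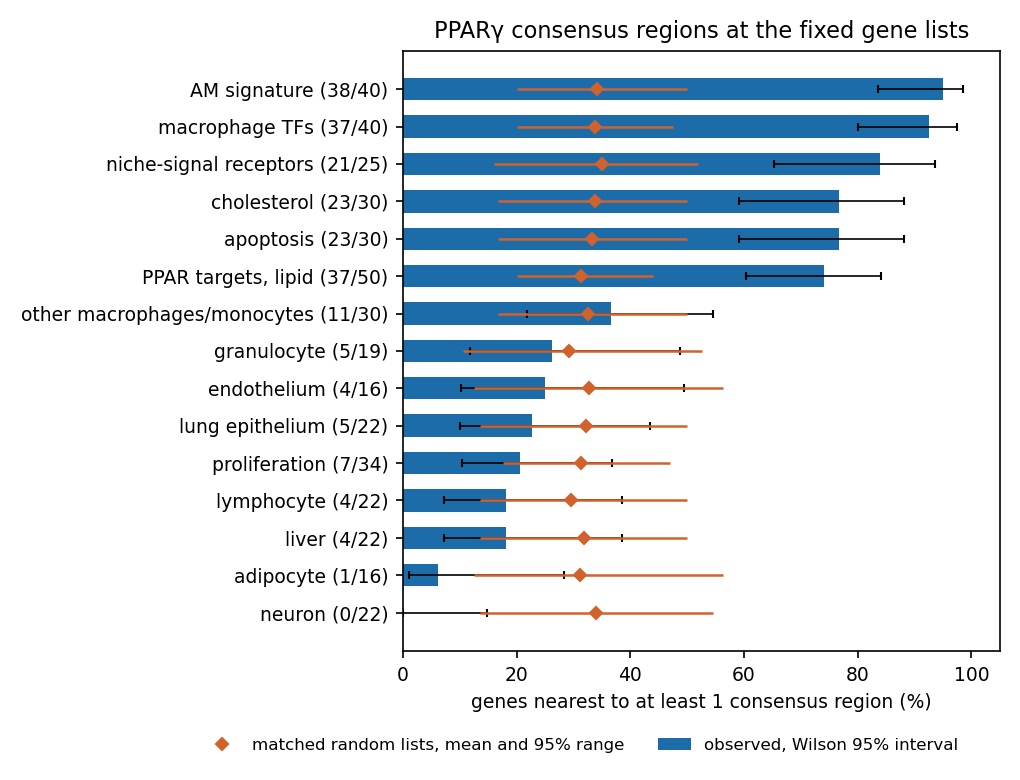
Share of genes in each of 15 lists that are nearest to at least 1 consensus region (%, bars with 95% Wilson intervals; counts beside the names), with the mean and 95% range of territory-matched random lists (diamonds and lines). The AM signature (95%) and macrophage transcription factors (92.5%) are highest, and no neuronal gene has a region.

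The receptor's own gene was marked. Pparg had 12 regions, all with their centres in introns. The strongest ran from 115420372 to 115425319 on chromosome 6 (mm10). Its centre was 0.78 kb downstream of the nearest Pparg TSS, and the region spanned that TSS and the exon from 115422066 to 115422192. The authors' fold enrichment there was 15.4 in library 1 and 10.7 in library 2. Rxra, which encodes the partner RXRα, had 4 regions, the best 4.98 kb into the gene (chromosome 2, 27714200 to 27716924; fold 15.1 and 6.71). Spi1, which encodes PU.1, had 12 regions, and Bhlhe41 had 6, with the best at its promoter. The best Spi1 region (chromosome 2, 91082164 to 91085735, fold 10.7 and 8.98) was centred in an intron and spanned a Spi1 TSS.

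Surface and enzyme genes of AMs followed. Siglecf and Itgax, which encode surface markers of AMs, had 5 regions each, Car4 had 7, the scavenger receptor gene Marco 8, the cathepsin gene Ctsk 9 and the E-cadherin gene Cdh1 3. The GM-CSF receptor gene Csf2rb had 10 and Tgfbr2 14. Of the fatty acid binding protein genes, Fabp1 had 7 regions and Fabp4 5. The lipid droplet gene Cidec had 4 and the uncoupling protein gene Ucp3 12. Angptl4 and Pdk4, classical PPAR targets, had 3 and 2. At Plin2 the best region lay 20.5 kb upstream (chromosome 4, 86689274 to 86691880, intergenic), with fold 24.6 and 20.1 and rank 20 of all regions. The best region of Cd36 (chromosome 5, 17833280 to 17836643), one of 19 at this gene, had fold 16.6 and 14.3. Its centre was 0.934 kb downstream of a Cd36 TSS, in an intron, and the region spanned that TSS. Abcg1 had 20 regions and Abca1 12, the best 35.5 kb upstream and 40.4 kb downstream. The study displays Fabp1, Cd36, Cidec and Spi1 on these samples, so their regions are not independent evidence. The 6 lists stayed above chance without these 4 genes, but this does not make the lists independent of the study. They also hold genes that it assumes to be directly controlled by RXRs, among them Siglecf, Tlr2, Pparg, Abca1 and Abcg1. The study also reports that PPARγ binding overlapped RXR occupancy.

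The strongest regions lay at genes annotated as small nuclear RNAs (snRNAs), most of which act in splicing, while the Rnu3 genes encode the U3 RNA of ribosomal RNA processing. Of the 15 best-ranked regions, 11 were within 1 kb of an annotated snRNA gene (73.3%, Wilson interval 48 to 89.1%). This share was 11.4% for ranks 16 to 50 and 0.302% beyond the first 1000, and 79 regions in all met it. The first-ranked region was on chromosome 11 from 87443312 to 87444320, beside Rnu3b1, with fold 45.0 and 29.4. Others were at Rnu1a1, Rnu3b3 and Rnu3b4, all with Tex14 as the nearest protein-coding gene, at Rnu2-10 near Arl4d, Rnu5g and a second snRNA gene near Parp16, Rnu3a near Gtf3c6, Rnu11 near Taf12, and unnamed snRNA genes near Alyref2 and Kif2c. The other 4 were at Snord118 and Tmem107, in an intron of Abhd12, at the nuclear long noncoding RNA gene Malat1, and at Fth1, which encodes the ferritin heavy chain. The widest region, chosen after its values were seen, spanned 25529 bp on chromosome 19 from 5825413 to 5850941 and overlapped Neat1, a nuclear long noncoding RNA gene. These ranks rest on the authors' fold enrichment within each library.

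Summits of PPARγ regions carried the sequences of macrophage transcription factors. The PU.1 motif was present within 100 bp of 10.5% of summits and in 2.98% of the windows 1 kb to the left (ratio 3.51, 95% interval 3.22 to 3.84). CEBP sites were at 7.30% against 2.98% (ratio 2.46), AP-1 at 7.23% against 3.6% (2.01) and RUNX at 4.82% against 2.42% (1.99). The GC-rich KLF/SP site was at 3.87% against 2.23% (1.73), and the CTCF motif, of an insulator protein, at 0.534% against 0.133% (4). Flanks on the right side were counted but not tested. They held CTCF in 0.213%, so its ratio would be lower there, and PU.1 in 3.17%. The CTCF ratio depended on the library, at 6.97 in library 1 alone and 2.41 in library 2 alone. A lone nuclear receptor site, RGGTCA, was at 23.7% against 19.7% (1.2). STAT5 sites were at 4.01% against 2.88% (1.39), and FOX sites, which are not specific to macrophage factors, at 3.32% against 2.58% (1.28). Of the 30 fixed motifs 17 were more frequent at summits, with an adjusted p from the exact McNemar test under 0.05 (PU.1 1.55e-206, CEBP 1.07e-86, AP-1 2.41e-59, RUNX 7.80e-38, CTCF 3.40e-12), and none was less frequent. The SMAD, RBPJ, GATA, EGR, HNF1 and HNF4 motifs were not called, with ratios from 0.8 to 1.17, but several of these calls depended on the setting. GATA lay below its flank with fold enrichment of at least 5 (0.816, adjusted exact McNemar p = 3.83e-06) and with library 1 shortened (0.861, adjusted exact McNemar p = 3.97e-05). In each library alone it lay above, at 1.15 in library 1 (adjusted exact McNemar p = 1.32e-24) and 1.08 in library 2 (adjusted exact McNemar p = 0.00381). The GC-rich SMAD motif was called above its background under 5 settings, among them windows of 200 bp (1.25, adjusted exact McNemar p = 1.16e-06). RBPJ was called above shuffled sequence (1.29, adjusted exact McNemar p = 1.60e-29) and below its flank in library 1 alone (0.964, adjusted exact McNemar p = 0.00106). NF-kB, at 1.18 in the consensus, was at 0.964 in library 1 alone (adjusted exact McNemar p = 0.420).

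The exact DR1 element, a direct repeat of RGGTCA with a spacing of 1 base and the textbook PPAR-RXR site, was not detectably enriched. It was found at 26 summits (0.129%) and 24 flanks (0.119%), a ratio of 1.08 with a 95% interval of 0.622 to 1.89 (exact McNemar p = 0.888), and none of the other spacings from 0 to 5 passed the test (exact McNemar p from 0.189 to 0.791). The highest ratio was that of DR4, at 2.25 (0.693 to 7.31; exact McNemar p = 0.267). It went from 1.2 within 200 bp to 7 with library 1 shortened and was not called under any setting. DR0 fell under its left flank with fold enrichment of at least 5 (ratio 0.2, unadjusted exact McNemar p = 0.0386), as did DR5 in library 2 alone (0.182, unadjusted exact McNemar p = 0.0225). In the consensus DR0 was at 0.0346% of summits, 0.0692% of left flanks and 0.0198% of right flanks. DR3 was at 0.0247, 0.0346 and 0.0148%. The direction of both thus depended on the flank, while the other spacings kept theirs. Against dinucleotide-shuffled sequence of the same regions the exact DR1 ratio was 26 (exact McNemar p = 4.17e-07). With 1 mismatch allowed, DR1 was at 1.61% of summits against 0.969% of flanks (ratio 1.66, 1.39 to 1.98; exact McNemar p = 1.26e-08, adjusted over 6 spacings 7.55e-08), and against dinucleotide-shuffled sequence this ratio was 3.49 (exact McNemar p = 2.22e-31). Among the other spacings DR5 came next and had a ratio of 1.34 (exact McNemar p = 0.0480, adjusted 0.144). Exact DR1 had a ratio of 2.54 in library 2 alone (exact McNemar p = 7.40e-05) and 0.961 in library 1 alone (p = 0.870 by the exact test), a difference that was not itself tested.

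**Figure D3:**
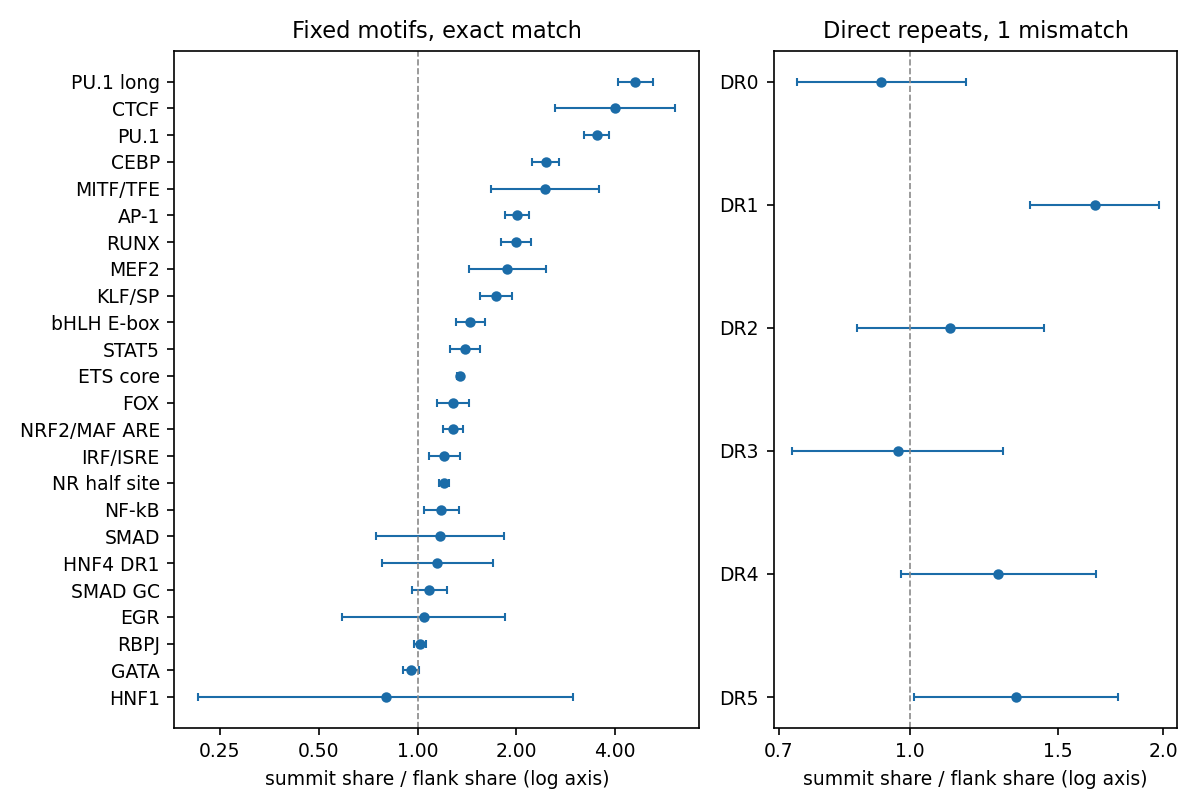
Ratio of the share of summits with a motif to the share of flanks 1 kb to the left (horizontal log axes, points with 95% intervals) for the 24 fixed motifs other than direct repeats (left) and for direct repeats at spacings 0 to 5 with 1 mismatch allowed (right); the dashed line marks a ratio of 1. PU.1, CTCF and CEBP lie at 2.46 or higher, and DR1 at 1.66 is the highest of the repeats.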

Values the study reported

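For RXRα, the partner of PPARγ, the study reported 6,365 regions bound in alveolar macrophages of control mice but not in those lacking RXRs. The genes nearest to RXR-bound regions numbered 2,867. These values describe another protein, filtered against a knockout, and are not the same measures as those for PPARγ. The study also counted peaks shared by PPARγ and RXRα, an overlap that has no matching measure here.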

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

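Tests with the GENCODE annotation, without the displayed genes Fabp1, Cd36, Cidec and Spi1, and of 1-mismatch DR1 under other settings were chosen only after the data had been seen. No paired analysis was possible because there is 1 group with peak lists and the input libraries that share its replicate numbers are not analysed here. The excess of shared regions over chance, the promoter, intron, intergenic and distal shares and the enrichment of PU.1, CEBP, AP-1, RUNX, KLF/SP and CTCF kept their direction and their side of the threshold under every setting tried for them, with PU.1 ratios from 2.12 to 4.84. The same held for the 6 marked lists and the neuronal list, and the AM signature ranged from 80.0 to 100%. CTCF ratios went from 2.41 in library 2 alone to 7.2 against shuffled sequence, with 6.97 in library 1 alone. Consensus regions numbered 10719 with fold enrichment of at least 5, 10420 with reciprocal overlap of 50% and 11414 with summits within 100 bp, as these rules keep fewer pairs, and 28535 to 83787 for 1 library alone. Markers of other macrophages fell below their matched share within 10 kb of a TSS (23.3%), and with library 1 shortened granulocyte markers stayed at 26.3% while their matched share fell to 25.9%. With 1 library alone adipocyte genes ranged from 12.5 to 62.5% and proliferation genes from 32.4 to 82.4%, and with fold enrichment of at least 5 proliferation was at 5.88%. The other uncalled lists rose in library 1 alone as their matched shares did. Liver was at 54.5% against 62.0%, lymphocytes 45.5% against 59.5% and lung epithelium 50% against 59.6%. Granulocytes were at 52.6% against 57.2%, endothelium 43.8% against 62.0% and other macrophages 63.3% against 61.5%. The exact DR1 ratio was 26 against shuffled sequence, 1.66 with 1 mismatch, 0.909 with library 1 shortened, 0.412 with reciprocal overlap, 0.867 with close summits, and 0.961 to 2.54 with 1 library alone. DR0 had 1.5 within 50 bp, 1.17 against shuffled sequence, 0.2 with fold enrichment of at least 5 and 0.538 to 1.10 with 1 library. DR2 had 2 within 50 bp, 3 shuffled, 1.25 with reciprocal overlap and 1.12 with 1 mismatch. DR3 had 2.5 shuffled and 0.571 to 1.11 with 1 library. DR5 had 2 within 50 bp, 2 shuffled, 1.34 with 1 mismatch and 0.182 to 0.9 with 1 library. Against shuffled sequence SMAD had 0.788, HNF1 1.33 and the HNF4 motif 0.871, and within 50 bp EGR had 0.750 and GATA 1.07. With fold enrichment of at least 5 EGR had 0.941 and the HNF4 motif 0.929, with library 1 shortened the HNF4 motif had 0.850, and with close summits RBPJ had 0.990 and EGR 0.733. With 1 library the GC-rich SMAD motif ranged from 0.923 to 1.09, RBPJ from 0.964 to 1.01, NF-kB from 0.964 to 1.16, EGR from 0.733 to 1.2, GATA from 1.08 to 1.15, HNF1 from 0.625 to 1.12 and the HNF4 motif from 0.903 to 1.07. Of these, GATA in library 1 alone (adjusted exact McNemar p = 1.32e-24) and in library 2 alone (adjusted exact McNemar p = 0.00381) passed the threshold above its flank. RBPJ in library 1 alone passed it below its flank (adjusted exact McNemar p = 0.00106). All were against their direction in the consensus. Among single motifs, 8 other values kept their direction and moved past the threshold. These were the GC-rich SMAD motif above its background with 200 bp (1.25), shuffled sequence (1.18), library 1 shortened (1.22), close summits (1.26) and library 1 alone, RBPJ above shuffled sequence (1.29), and GATA below its flank with fold enrichment of at least 5 (0.816) and library 1 shortened (0.861). The 5 that fell short of it were NF-kB within 50 bp (1.15), against shuffled sequence (1) and with fold enrichment of at least 5 (1.2), IRF within 50 bp (1) and MEF2 with close summits (1.45). The cause was not tested for any of these shifts except the number of regions. DR1 with 1 mismatch kept its direction and its side of the threshold under each setting tried for the exact DR1, from 1.19 in library 1 alone through 1.35 within 200 bp and 1.92 with close summits to 3.49 against shuffled sequence. Sites missing from a library may lie below its reach, since no value here is weighed by depth.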

Other observations

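Tests chosen only after their results had been seen were the reading of 1-mismatch DR1 as a check on the pattern, exact DR1 in distal regions (added after the 1-mismatch result, before its own value was seen), the sequence shares in the next paragraph, both CTCF comparisons that address open chromatin, the PU.1 and CTCF tests of library 1 peaks without a partner, and the comparison within strata of fold enrichment. The labels give 1 group, so no pattern below was tested against another condition. Its explanations were weighed only by sequence and gene shares within these libraries.

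Some motifs lay above their flanks in peaks found in 1 library. CEBP did in both sets, with a ratio of 1.64 in the 61236 library 1 peaks without a partner and 1.38 in the 4870 library 2 peaks without a partner. In the library 1 set the CTCF motif was at 1.23% of summits against 0.158% of flanks, and 1-mismatch DR1 at equal shares of 0.815%. In the library 2 set CTCF was at 0.144% against 0.226%, 1-mismatch DR1 at 1.75% against 0.801% (ratio 2.18, 1.5 to 3.17), and PU.1 at 2.85% against 3.35%. The difference between the sets was not tested. Around consensus summits, 1-mismatch DR1 was at 2.42% in the strongest quintile of regions and 1.24% in the weakest, while PU.1 was at 12.4% and 8.50%. CTCF went the other way, at 0.247% in the strongest quintile, 0.840% in the second weakest and 0.519% in the weakest.

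The strongest regions lay at snRNA genes, many of which have near-identical copies. Reads shared between exact copies are argued against, since most 50-base words in the summit windows occur at 1 place in the genome. The median share of such words was 100% over the 79 regions, and 93.7% of windows were above 50%. A word that differs from another copy by 1 base counts as unique here, so reads misplaced between near-identical copies stay open. Recovery of highly transcribed chromatin without sequence-specific binding may also contribute and stays open. A PU.1, CEBP, AP-1 or 1-mismatch DR1 motif was within 100 bp of 19% of these summits (11.9 to 29.0%), an interval that includes the 24.2% of all other regions.

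Exact DR1 elements were scarce at the summits. A pattern that was too strict may explain this, since 1 mismatch raised the ratio to 1.66, but DR5 also had an exact p of 0.0480 (adjusted 0.144, against 7.55e-08 for DR1). The exact pattern itself had a ratio of 2.54 in library 2 alone (exact p = 7.40e-05), which goes against strictness, but this is 1 library, so it stays open. For dilution by promoter regions, the 1-mismatch ratio was 1.89 in distal regions and 1.06 at promoters (Fisher's exact p = 0.0361), which does not bear on the exact element. Exact DR1 in distal regions had a ratio of 1.06 (0.546 to 2.05; exact p = 1), at 0.145% of summits against 0.137% of flanks, so its interval leaves dilution open without support. A general signal from open chromatin stays open too, because the CTCF ratio of 4 cannot be compared with that of a motif as frequent in flanks as 1-mismatch DR1 (0.133 and 0.969% of left flanks).

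Most library 1 peaks had no partner in library 2. Further sites of the same kind below the reach of library 2 may account for part of them, since PU.1 had a ratio of 1.73 there (1.64 to 1.83; exact p = 4.19e-85). The lists marked in the consensus were also above their matched share among these peaks. The AM signature was at 100% against 60.2% and macrophage transcription factors at 100% against 64.4%. Proliferation genes, not called in the consensus, were above too (79.4% against 57.4%), and neuronal genes were below (31.8% against 62.6%). In deciles 8 and 9 of fold enrichment, peaks without and with a partner had ratios of 2.64 and 3.28 for PU.1, 1.88 and 2.17 for CEBP and 1.65 and 1.98 for AP-1. Such sites are argued against as the whole cause, since CTCF was 2.45 times as frequent there in peaks without a partner (1.80 against 0.732%, Fisher's exact p = 6.62e-10) and 1-mismatch DR1 was rarer (0.934 against 1.49%). Median fold still differed (5.92 against 6.51), but the CTCF odds ratio was 2.59 within 11 strata of fold (permutation p = 2e-05, the smallest possible). The CTCF excess was small, at 175 peaks against 132 expected among 9746.

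Other explanations of these peaks stay open. General open-chromatin signal in library 1 would give a CTCF ratio above 1, and it was 7.74 (6.27 to 9.56), but peaks with a partner also had 4.19 (2.75 to 6.37). In deciles 8 and 9 the ratios were 9.21 (5.75 to 14.8) without and 6.88 (3.27 to 14.4) with a partner. They rest on 19 and 8 flanks with the motif, so the ratios do not single out peaks without a partner. The CTCF share of summits was higher without a partner (1.80 against 0.732%), which goes with open-chromatin signal but does not decide it. For other cell types (lung epithelium, endothelium, lymphocytes and granulocytes, which sorting is meant to remove), the highest of their 4 ratios of marker genes to their matched share was 0.881, below 1 as their absence would give, but not beyond its spread: pooled, 46.8% of 79 genes (36.2 to 57.7%) against 56.5%, a bound on spread added after these values were seen.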
